A study of Mus musculus with 12 samples. Its data were reported in "The Tumor Microenvironment-Dependent Transcription Factors AHR and HIF-1α Are Dispensable for Leukemogenesis in the Eµ-TCL1 Mouse Model of Chronic Lymphocytic Leukemia" (2021).

How the data were processed

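Messenger RNA was measured by 3′ tag sequencing with molecular identifiers (QuantSeq 3′ FWD) in CD5 and CD19 positive leukaemic cells sorted from the spleen of 12 Eµ-TCL1 mice at the humane endpoint, 3 for each of 4 genotypes. The authors trimmed the reads with cutadapt 2.10, aligned them with STAR 2.5.3a to the mouse genome GRCm38, removed duplicates with UMI-tools 1.0.0 and counted reads per gene with featureCounts of Subread 2.0.0. The deposited values are these raw counts per gene, whole numbers without normalisation, in 1 table of 55367 gene symbols with 1 column per library. The counting settings, the strand setting, the annotation release and the sequencing run of each library are not given in the sources used here, so no run could be entered as a batch. Replicates of the same genotype correlated with r from 0.835 to 0.947 across genes, with more scatter than counting error alone gives (chi-square per degree of freedom from 11.4 to 42.4), so none is a copy of another. Gene coordinates came from GENCODE M21 on GRCm38, in which 53253 symbols (96.2%) matched once and 112 more than once; the latter were given no position.

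Counts were normalised with TMM in edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and the genotype, which left 11396. Total counts per library of 2378988 to 3723493 and a count of 3 set the floors of detection, and intervals and floors cover counting error only. Each comparison used the quasi-likelihood test on all 12 libraries with genotype as the only term, with Benjamini-Hochberg adjustment over all genes tested, and a gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The comparisons were each knock-out against control, the double knock-out against each single one, the interaction of the deletions, and the loss of each gene over both backgrounds, 6 mice against 6, from an additive model. Levels in the text are TMM-normalised counts scaled to library size (CPM), with SD over mice; summed markers of other cell types and of plasma cells are CPM of the total counts without TMM, with 1 CPM added before logarithms; log2 fold changes carry the SE of the fit. The rule for named genes was fixed before the data were examined, as were the comparisons, the thresholds, the gene lists and the alternatives, apart from those given as added later. It takes Ahr and Hif1a always, and called genes apart from immunoglobulin genes up to 10 each way. Where fewer are called it adds the 5 with the smallest p each way among genes at least doubled or halved whose groups do not overlap, given as not past the test. From each list it takes the 3 measured members with the smallest p, and for AHR targets, hypoxia, glycolysis and the bHLH-PAS family also the most expressed. Genes of the chromosome 12 interval and a few genes of the alternatives were chosen after their values were seen.

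The 29 gene lists covered AHR targets, hypoxia, glycolysis, the bHLH-PAS family with HIF regulators, the NRF2 and xenobiotic response, B cell receptor signalling, surface and microenvironment genes of the leukaemia, cell cycle, MYC targets, the BCL2 family, interferon response, MHC class II presentation, NF-kB response, nuclear oxidative phosphorylation, mitochondrially encoded genes, cholesterol synthesis, immediate early and dissociation stress genes, plasma cells, B-1 cells, follicular and marginal zone B cells, and sex-linked genes, with markers of T cells, NK cells, monocytes and macrophages, neutrophils, erythroid cells, megakaryocytes and platelets, dendritic cells, and stroma with endothelium. Immunoglobulin genes were described apart. Each list was tested with camera of limma 3.58.1 against all other genes, with a preset inter-gene correlation of 0.01, adjusted over the 27 lists with more than 1 tested member. No list call in any of the 8 comparisons held when camera estimated the correlation from the residuals, nor with fry, which tests whether the genes of a list move on balance one way. Members were also adjusted over the list alone.

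Agreement of the estimates of each deletion on separate backgrounds was the Pearson correlation across genes of differences of mean log2 CPM (prior count 2), with an exact two-sided permutation test that relabels mice within each pair of groups. The correlation of contrasts that share the controls was set beside 100 simulations of unchanged groups. The share of variance between genotypes was tested over all 15400 partitions. The chromosome 12 interval was tested with the median per library of log2 level relative to the median of the 12 libraries, over all 220 choices of 3 libraries. Alternatives were RLE size factors, DESeq2 1.42.0, voom with quality weights, the likelihood ratio test, no filter, a filter of 1 CPM in 3 libraries, no fold change threshold, immunoglobulin genes left out, 1 surrogate variable from sva 3.50.0, only the groups compared, and each library left out in turn. The share of variance was also taken over the 500 most variable genes, and the correlations with a prior count of 0.5 and over genes with a mean of at least 10 CPM. Alternatives added later, after the data were seen, were the quasi-likelihood test as before edgeR 4, the fit without the 3 libraries of lowest correlation, the interval genes, here with Ahr and Hif1a, left out of the genes tested, and each alternative of the interval. The pipeline was tested on simulated data made from these libraries, with 50 genes changed by each of several folds in each of 5 runs. Plots were made with matplotlib 3.10.9 and pandas 2.3.3 under Python 3.11.15. No library was left out of the reported values.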

Results

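The data collected were 3′ tag counts of messenger RNA from leukaemic B cells of Eµ-TCL1 mice, a transgenic model of chronic lymphocytic leukaemia. The cells were CD5 and CD19 positive and were sorted from the spleen. The 12 libraries, 1 per mouse, formed 4 groups of 3 mice by genotype. Controls carried CD19-Cre with unfloxed genes, AHR_KO mice had lost Ahr in CD19-expressing cells, HIF1A_KO mice had lost Hif1a, and double_KO mice had lost both. Ahr encodes a ligand-activated transcription factor that induces xenobiotic-metabolising enzymes, and Hif1a encodes the oxygen-regulated subunit of HIF-1. Total counts per library ranged from 2378988 to 3723493, with a median of 3148052 over 55367 genes. A count of 3 corresponded to between 0.806 and 1.26 CPM (counts scaled to library size) in single libraries, and such floors cover counting error only. Of all genes, 11396 had enough counts to be tested.

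The targeted genes were examined first in every library. Ahr (ENSMUSG00000019256.17) lies on the minus strand of chromosome 12 at 35497974 to 35535038 in GRCm38, and its exon 2, which the floxed allele removes, spans 35526681 to 35526868. Hif1a (ENSMUSG00000021109.13) lies on the plus strand of the same chromosome at 73901375 to 73947530, with exon 2 at 73926557 to 73926747. Tags gather near the last exon, at 35497974 to 35500700 for Ahr and at 73945552 to 73947530 for Hif1a, so counts of either gene can persist after deletion and do not check the genotype labels. The normalised level of Ahr was 74.9 CPM ± 22.3 (SD, n = 3) in controls, 29.1 CPM ± 7.94 in AHR_KO, 62.7 CPM ± 40.6 in HIF1A_KO and 20.9 CPM ± 9.83 in double_KO. Library 3 of HIF1A_KO, at 16.6 CPM, lay within the range of the Ahr-deleted libraries. Over both backgrounds, Ahr differed by a log2 fold change of −1.48 ± 0.36 (SE, 6 mice against 6), with an adjusted p of 0.70 over all genes and 0.0193 adjusted over the list alone, the list of Ahr and Hif1a relatives and regulators (up to 0.0608 without 1 library). Of 39 such passes over a list alone in the 8 comparisons, 7 held without any 1 library and 32 ended without some of them, and the highest such p is given beside those named. The level of Hif1a was 101 CPM ± 12.2 in controls, 124 CPM ± 46.8 in AHR_KO, 101 CPM ± 11.9 in HIF1A_KO and 47.2 CPM ± 4.47 in double_KO. In HIF1A_KO the log2 fold change of Hif1a against control was 0.00 ± 0.24 (SE), and in double_KO it was −1.10 ± 0.25, with an adjusted p of 0.435 over all genes and 0.0128 adjusted over the list alone, but 0.0810 without double_KO 2. By a fit described below, Ahr and Hif1a lay within a lower segment of chromosome 12 in each double_KO mouse, with medians from −0.95 to −0.85. Lower counts of Hif1a in double_KO, here and in the later comparisons, cannot be told apart from the level of that segment.

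**Figure D1:**
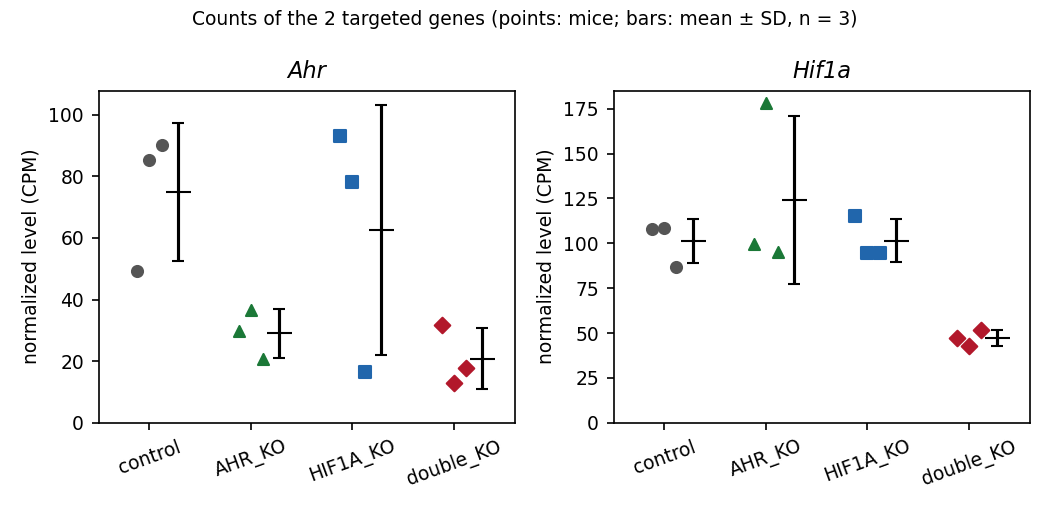
Normalised level in CPM of Ahr (left) and Hif1a (right) in each mouse of the 4 groups, with bars for the mean and SD of 3 mice. The 3 double_KO mice lie between 42.6 and 51.5 CPM for Hif1a, under all other libraries, while HIF1A_KO mice lie between 94.4 and 115 CPM, among the controls.

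Whether genotype separates the libraries was asked before any single comparison. Genotype accounted for 25.9% of the variance of the log2 levels of all tested genes, and 15400 partitions of the 12 libraries into 4 groups of 3 gave a median of 27.0% (exact permutation p = 0.626, one-sided). The first principal component held 26.1% of the variance and the second 16.5%. All 38 cell cycle genes and all 13 plasma cell genes had lower levels toward high values of the first component, where control 2 and AHR_KO 2 lay. These libraries had the lowest median correlation with the others, 0.896 and 0.879, followed by HIF1A_KO 1 with 0.907. The median correlation between mice of the same genotype was 0.871 in controls, 0.896 in AHR_KO, 0.932 in HIF1A_KO and 0.942 in double_KO, against 0.916 between genotypes. Mitochondrially encoded genes took 11.4% of the counts in control 2, 10.6% in HIF1A_KO 1 and 9.38% in AHR_KO 2, against 5.65% in control 3, the lowest library. The biological coefficient of variation was 35.5%.

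**Figure D2:**
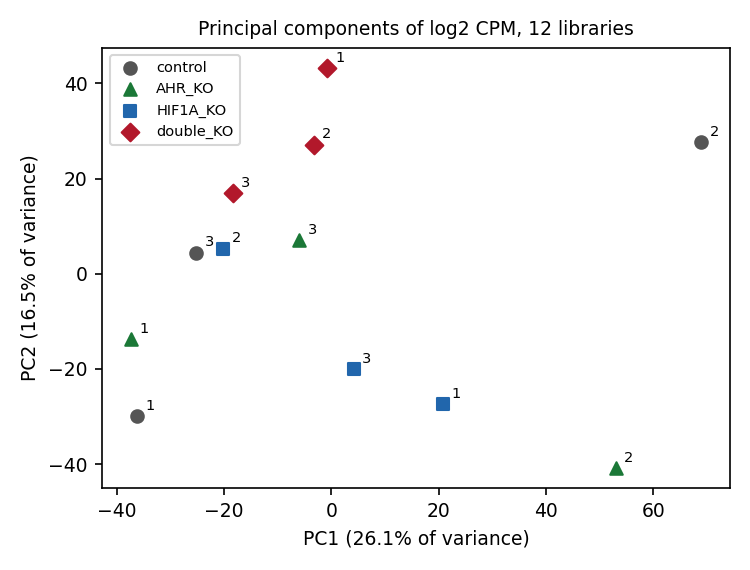
First and second principal components of log2 CPM for the 12 libraries, with symbols for the 4 genotypes and replicate numbers beside the points. Control 2 and AHR_KO 2 lie far along the first component, which holds 26.1% of the variance, and the control and AHR_KO mice spread over most of it, while the 3 double_KO mice lie between −18.3 and −0.715.

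AHR_KO was compared with control to ask which genes depend on AHR in the leukaemic cells. Genes of the interferon response rose in AHR_KO: 25 of the 28 measured members were higher and 3 lower, with a median log2 fold change of 0.60 (camera adjusted p = 1.23e-13, but adjusted p = 0.188 with an estimated correlation). Examples were Ifit3, an interferon-induced gene, at 12 CPM ± 1.2 against 2.65 CPM ± 1.62 (SD, n = 3) and a log2 fold change of 2.13 ± 0.50 (SE), and Dhx58, an RNA sensor, at 1.40 ± 0.34. No member passed over all genes, and these 2 passed with a p of 0.0205 adjusted over the list alone, but not without control 1, control 2 or AHR_KO 2 (up to 0.0848). Genes of cholesterol synthesis fell, with 18 of 21 members lower and a median of −0.61 (adjusted p = 7.54e-08, but adjusted p = 0.465 with an estimated correlation), among them Msmo1 at −1.19 ± 0.43 and Fdft1, which makes squalene, at −1.13 ± 0.43, neither past the test by itself. Both list calls held without any 1 library, with adjusted p up to 7.65e-05 and 0.000649.

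Canonical AHR targets gave no difference between AHR_KO and control at this depth. Cyp1a1, Cyp1a2, Cyp1b1, Ahrr and Nqo1, the usual reporters of AHR activity, had at most 2 counts in any library, controls included. Only 5 of the 20 listed targets were expressed enough to be tested, 2 higher and 3 lower (adjusted p = 0.379), and their median of −0.14 had the opposite sign to their mean of 0.23 and to the direction of the test. The most expressed, Tiparp, an AHR-induced repressor of AHR, was at 92.6 CPM ± 14.9 against 112 CPM ± 52.8, a log2 fold change of −0.27 ± 0.32 (SE, n = 3). Of the glycolysis genes, 12 of 18 were higher (adjusted p = 0.296), with Slc2a1, a glucose transporter, at 0.32 ± 0.22, and hypoxia genes had 10 members higher and 15 lower (adjusted p = 0.320). Cell cycle genes had 37 of 38 members lower (median −0.44, adjusted p = 0.0697), NF-kB response genes 14 of 20 lower (adjusted p = 0.0697), with Rel, an NF-kB subunit, at −0.69 ± 0.19, and the BCL2 family 9 of 14 lower (adjusted p = 0.0778), with Bcl2l11, which encodes the pro-apoptotic BIM, at −1.99 ± 0.67. None of these lists or genes passed. Markers of monocytes and macrophages had 8 of 12 members higher (adjusted p = 0.0817), with Itgam, an integrin that B-1 cells also express, at 1.15 ± 0.44, not past the test. Summed erythroid markers were at 617 CPM ± 624 in AHR_KO against 212 CPM ± 89.6, with 1337 CPM in AHR_KO 3, and stromal markers at 372 CPM ± 181 against 234 CPM ± 80.1 (SD, n = 3), with 581 CPM in AHR_KO 2.

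No single gene was called between AHR_KO and control by edgeR, and 492 genes, 276 higher and 216 lower, had an unadjusted p under 0.05. DESeq2 called 3 genes, the edgeR likelihood ratio test 4 and voom with quality weights 0. The genes with the smallest p among those at least doubled or halved and without overlap between the groups did not pass: Icos, a T cell costimulator, at 20.6 CPM ± 15 against 1.05 CPM ± 0.690 (log2 fold change 4.38 ± 0.86, adjusted p = 0.832, and 36.3 CPM in AHR_KO 1), Alox5ap, needed for leukotriene synthesis, at 2.68 ± 0.55, Neb at 5.39 ± 1.19 (2.47 without AHR_KO 2), Cacnb4 at 2.04 ± 0.44 and Mgst2 at 1.22 ± 0.27. On the lower side were Leprotl1 at −2.33 ± 0.46, Vsig10 at −2.42 ± 0.50, Prdm16 at −5.25 ± 1.12 (these 3 at −3.03, −3.28 and −6.98 without AHR_KO 1), Npr2 at −2.59 ± 0.60 and Neurod4 at −4.10 ± 1.17 (SE, n = 3; −2.85 without control 2). Icos had 3, 4 and 1 counts in the control libraries, near the floor, so the size of its fold change is uncertain. Genes without overlap between the 3 and 3 mice made up 6.07% of those tested, where chance gives 10%. In simulated data with these libraries, the test recovered 63.2% of genes changed 4-fold and 6.4% of genes changed 2-fold. All folds were planted together in each run, which eases the adjustment over genes, so recovery can be lower where few genes change. At 2-fold the fold change threshold also limits recovery, as the median estimate was 0.99 on the log2 scale.

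HIF1A_KO was compared with control to ask which genes depend on HIF-1α. Hypoxia genes outside glycolysis fell, with 22 of 25 members lower, 3 higher and a median log2 fold change of −0.23 (adjusted p = 0.0137, but adjusted p = 0.25 with an estimated correlation). Their call ended without control 3 (adjusted p = 0.160) or HIF1A_KO 1 (0.110), and with a filter of 1 CPM in 3 libraries (0.0651). The member with the smallest p was Ankrd37, a HIF-1 target, at 1.97 CPM ± 2.54 against 8.23 CPM ± 4.13 (SD, n = 3) and −1.96 ± 0.68 (SE; −3.83 without HIF1A_KO 3), followed by Plin2, a lipid droplet protein, at −0.93 ± 0.39, neither past the test by itself. Glycolysis genes had 14 of 18 members lower (adjusted p = 0.341), with Slc2a1 at −0.32 ± 0.23, Pkm at −0.34 ± 0.28 and Ldha, at 267 CPM ± 10.2 against 247 CPM ± 69.9, at 0.11 ± 0.25. Markers of dendritic cells fell by their list test, with 2 of 3 lower (adjusted p = 0.0477, but adjusted p = 0.25 with an estimated correlation), and Bst2, also an interferon response gene, and Ccr9, a chemokine receptor, passed adjusted over the list alone (0.0261) at −1.06 ± 0.36 and −3.39 ± 1.23 (−1.81 without control 2). These passes ended for Bst2 without control 1, HIF1A_KO 2 or HIF1A_KO 3 (up to 0.0864) and for Ccr9 without control 2 or any 1 of the HIF1A_KO libraries (up to 0.235). The list call ended without control 1, control 2, control 3, AHR_KO 2, AHR_KO 3, HIF1A_KO 2, double_KO 1 or double_KO 3 (adjusted p from 0.0514 to 0.544) and with the filter of 1 CPM (0.292).

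By edgeR 0 genes were called between HIF1A_KO and control, and 188 had an unadjusted p under 0.05, 97 higher and 91 lower. DESeq2, voom and the likelihood ratio test also called 0. The genes with the smallest p among the separated ones, none past the test, were Gm26604 at 4.89 ± 1.02, Gm47208 at 1.76 ± 0.47, Gdpd3 at 1.77 ± 0.49, Cd36, a fatty acid receptor, at 2.36 ± 0.65 (3.09 without control 3) and Gm12522 at 3.06 ± 0.92 (2.46 without HIF1A_KO 2). The lower ones were Irs2, an adaptor of insulin signalling, at −1.29 ± 0.29, Gstt1, a glutathione transferase, at −3.27 ± 0.81 (−2.54 without control 1), Adap1 at −2.33 ± 0.69 (−1.42 without control 2), Impdh1 at −1.76 ± 0.54 and Leprotl1 at −1.41 ± 0.43 (log2 fold change ± SE, n = 3). Separated genes were 4.39% of those tested, where chance gives 10%. Cell cycle genes had 24 of 38 members lower with a median of −0.08 while their test pointed up (adjusted p = 0.271), and the test turned and passed on the lower side without control 2 (adjusted p = 9.34e-07) or the 3 libraries of lowest correlation (5.79e-14). Interferon response genes had 13 members higher and 15 lower, with a median of −0.07 against a test that pointed up (adjusted p = 0.909).

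The double knock-out was compared with control to ask what the loss of both factors does. Genes of cholesterol synthesis fell, with all 21 measured members lower and a median log2 fold change of −0.32 (adjusted p = 0.00231, but adjusted p = 0.966 with an estimated correlation). The call ended without control 2 (adjusted p = 0.0678), double_KO 2 (0.150) or the 3 libraries of lowest correlation (0.126), and examples were Fdps at −0.96 ± 0.43 and Ldlr, the LDL receptor, at −1.36 ± 0.76 (SE, n = 3; −0.29 without control 2), neither past the test by itself. Nuclear genes of oxidative phosphorylation rose, with 29 of 38 members higher and a median of 0.12 (adjusted p = 0.0286, but adjusted p = 0.966 with an estimated correlation), and this call turned its direction and did not pass without control 2 (0.871) or those 3 libraries (0.804), and ended without double_KO 1 (0.132) and with 1 surrogate variable (0.122). Ankrd37 was at 1.08 CPM ± 0.737 against 8.23 CPM ± 4.13, a log2 fold change of −2.95 ± 0.75, and passed adjusted over the list alone (0.0440, but up to 0.199 and not passed in 9 of 12 fits without 1 library) in the hypoxia list, whose other members went both ways (15 of 25 higher, adjusted p = 0.954). Ahr, at −1.87 ± 0.53, passed adjusted over the list alone (0.0343), but not without control 2, control 3, double_KO 2 or double_KO 3 (up to 0.174). NF-kB response genes had 17 of 20 members lower (adjusted p = 0.0679), with Nfkb2 at −0.83 ± 0.33 and Nfkbia, an inhibitor of NF-kB that lies on chromosome 12 between Ahr and Hif1a, in a run of genes at a lower level, at −1.07 ± 0.37. Plasma cell genes had 12 of 13 members higher (adjusted p = 0.155), and interferon response genes 18 of 28 lower (adjusted p = 0.954).

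By edgeR 0 genes were called between double_KO and control, and 582 had an unadjusted p under 0.05, 256 higher and 326 lower. DESeq2 called 22, the likelihood ratio test 10 and voom 0. The genes with the smallest p were Mcts2 at 0.546 CPM ± 0.424 against 7.76 CPM ± 0.482 (log2 fold change −3.68 ± 0.62, adjusted p = 0.258, and −4.51 without double_KO 2) and Gstt1 at 1.60 CPM ± 0.964 against 145 CPM ± 120.0 (−6.46 ± 1.06, adjusted p = 0.258, and −5.74 without control 1). Mcts2 had 1, 4 and 1 counts in the double_KO libraries, near the floor, so the size of its fold change is uncertain. Mnat1, a subunit of the CDK-activating kinase, was at −1.35 ± 0.24 and Snord49b at −1.76 ± 0.32. Prdm16, a zinc-finger transcription regulator, had 0 counts in the 3 double_KO libraries, which places it at least 85.5-fold lower than in controls (3 counts over the group), or 55.4-fold without control 3, 54.3-fold without double_KO 2 and 55.1-fold without double_KO 3. Higher in double_KO were Gm12522 at 3.75 ± 0.82, Gm20767 at 1.58 ± 0.35, Pigp at 1.41 ± 0.33, Ube2a at 1.05 ± 0.26 and St6gal1, a sialyltransferase, at 1.99 ± 0.50 (SE, n = 3; 2.58 without control 2), none past the test. Without control 2, edgeR called 2 genes, Cgas, which encodes a cytosolic DNA sensor, and Gstt1 (adjusted p = 0.0220), and without the 3 libraries of lowest correlation it called 10. Genes without overlap between the groups were 9.99% of those tested, where chance gives 10%.

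A run of neighbouring genes on chromosome 12 was lower in double_KO, and it was chosen after the values were seen. The 87 tested genes between Ahr and Hif1a, which lie 38.4 Mb apart, were all lower in double_KO than in the 9 other libraries, with a median log2 difference of −0.92 and quartiles of −1.10 and −0.68, that is 52.9% of the level in the others. In 40 of these genes (46.0%) all 3 double_KO mice lay below all 9 others, where chance gives 0.455%. The observed share was 0.935% on the rest of chromosome 12 and 0.854% on other chromosomes. The mean of the library medians differed by −0.88 (exact permutation p = 0.00455, two-sided, the smallest that 220 relabellings can give). The 50 tested genes before Ahr had a median of 0.15 and the 50 after Hif1a a median of 0.13. The interval was at 0.00 in AHR_KO and 0.06 in HIF1A_KO against the other libraries outside double_KO, those of the same genotype included. Against the median of the 12 libraries it was at 0.08 in controls, 0.09 in AHR_KO, 0.18 in HIF1A_KO and −0.76 in double_KO. Genes of the interval include Nfkbia, Mnat1 and Pole2, the second subunit of DNA polymerase epsilon. In the test of double_KO against control, 50 of the 87 genes passed adjusted over the interval alone, and they made up 9 of the 20 genes with the smallest p, with Hif1a as another, and 58 of the 326 lower genes with an unadjusted p under 0.05.

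**Figure D3:**
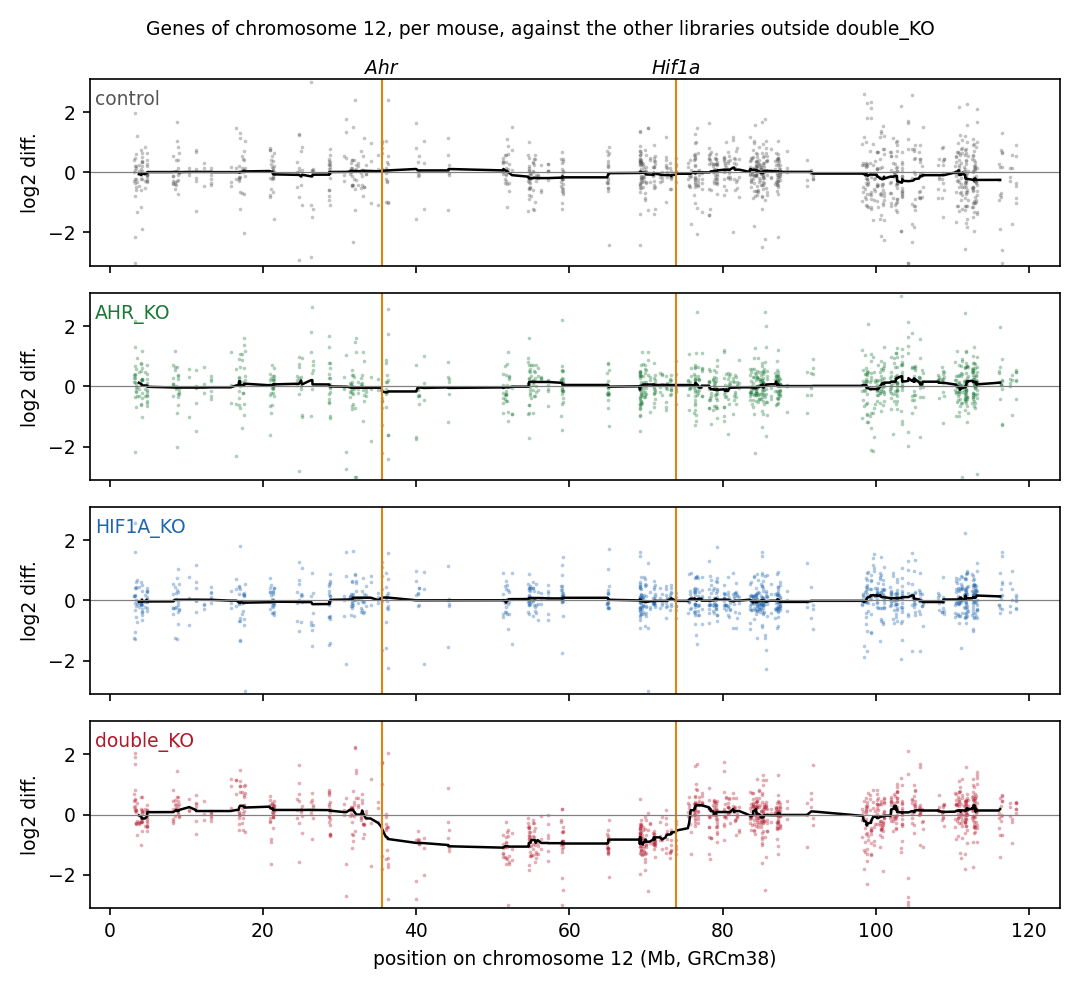
Log2 difference of genes on chromosome 12 (points, 3 mice per panel, axis from −3 to 3 with points outside drawn at the edge) by position in Mb on GRCm38, for each genotype against the other libraries outside double_KO, with a running median as the line and vertical lines at Ahr and Hif1a. In double_KO the line lies near −0.92 between these genes and near 0 outside, and in the other genotypes it stays near 0.

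The double knock-out was also compared with each single knock-out, to ask what the second deletion adds. Interferon response genes fell in double_KO against AHR_KO, with 27 of 28 members lower and a median log2 fold change of −0.71 (adjusted p = 2.81e-10, but adjusted p = 0.353 with an estimated correlation), among them Ifit3 at −2.32 ± 0.49 (SE, n = 3), which passed adjusted over the list alone (0.0127), but not without double_KO 1 or double_KO 2 (up to 0.0828). Genes listed as markers of other cell types also passed adjusted over the list alone at lower levels in double_KO. They were Itgam at −1.55 ± 0.45 and Ms4a7 at −2.10 ± 0.61 (0.0281 for each) among monocyte and macrophage genes, 7 of 12 of them lower (adjusted p = 0.205), Batf3 at −2.95 ± 0.98 (0.0330) among dendritic cell genes, 2 of 3 lower (0.414), Sparc at −2.05 ± 0.79 (0.0460) among stromal genes, 2 of 2 lower (0.196), and Icos at −5.34 ± 0.92 (9.91e-05) among T cell genes, 1 of 4 lower (0.819). The pass of Icos held without any 1 library (up to 0.00217), and the others ended without 4 to 7 of the 12 libraries (up to 0.0970, 0.109, 0.123 and 0.185). Icos had 1, 0 and 4 counts in the double_KO libraries, near the floor, so the size of its fold change is uncertain. Of the immediate early and dissociation stress genes, 14 of 22 were higher (adjusted p = 0.733), and Atf3 at −1.91 ± 0.46, Fosb at −2.87 ± 0.69 (0.0145 for each) and, in the other direction, Zfp36 at 0.84 ± 0.23 (0.0273) passed adjusted over the list alone, but not without AHR_KO 2, double_KO 2 or double_KO 3 (up to 0.106). Ankrd37 at −3.08 ± 0.73 passed over the hypoxia list alone (0.0255, but up to 0.112 and not passed in 5 of 12 fits without 1 library), in which 13 of 25 were lower (adjusted p = 0.697). Plasma cell genes rose against AHR_KO, with 10 of 13 higher (adjusted p = 0.0258, but adjusted p = 0.875 with an estimated correlation), a call that ended without AHR_KO 2 (0.797), double_KO 3 (0.523) or the 3 libraries of lowest correlation (0.797). Against HIF1A_KO, plasma cell genes rose, with 13 of 13 higher (adjusted p = 0.0212), as did nuclear oxidative phosphorylation genes, with 34 of 38 higher (adjusted p = 0.00194), while cholesterol synthesis genes fell, with 19 of 21 lower (adjusted p = 0.00194). All 3 of those calls were lost with an estimated correlation (adjusted p = 0.922 for each) and without HIF1A_KO 1 (adjusted p = 0.449, 0.260 and 0.260), the plasma cell call also without double_KO 3 (0.595) and the cholesterol call without HIF1A_KO 3 (0.0518) or double_KO 2 (0.0897). Without the 3 libraries of lowest correlation they were also lost (adjusted p = 0.440, 0.138 and 0.301). Summed plasma cell markers were highest in double_KO 3, at 3839 CPM against a median of 2020.0. Hif1a was at −1.40 ± 0.25 against AHR_KO (adjusted p = 0.151, and 0.00161 adjusted over the list alone, up to 0.0143 without 1 library) and at −1.10 ± 0.25 against HIF1A_KO (0.388, and 0.0122 adjusted over the list alone, but not without HIF1A_KO 1 or double_KO 2, up to 0.0781). Against HIF1A_KO the T cell genes Icos at −3.45 ± 1.11 and Cd3g at 4.15 ± 1.48 also passed over their list alone (0.0261 for each), in which 2 of 4 were higher (adjusted p = 0.969), passes that ended without 4 and 5 of the 12 libraries (up to 0.197 for each). By edgeR 0 genes were called against either, with 817 (296 higher, 521 lower) and 823 (351 higher, 472 lower) at an unadjusted p under 0.05. DESeq2 called 65 and 24, the likelihood ratio test 48 and 20, and voom 7 and 13. Without AHR_KO 1, AHR_KO 3 or HIF1A_KO 2, edgeR called 1, 4 and 2 genes against AHR_KO, and without the 3 libraries of lowest correlation 10 against AHR_KO and 2 against HIF1A_KO.

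The interaction of the deletions asks whether the effect of one depends on the other. Interferon response genes had a lower interaction term, with 21 of 28 members below 0 and a median of −0.71 on the log2 scale (adjusted p = 7.71e-06, but adjusted p = 0.872 with an estimated correlation). Ifit3 at −2.89 ± 0.77, Dhx58 at −1.77 ± 0.48 and Mx2, an antiviral GTPase, at −3.40 ± 0.84 (SE, 12 mice) passed adjusted over the list alone (0.0292 for each), passes that ended without 6 to 8 of the 12 libraries (up to 0.139). Plasma cell genes had a higher term, with 11 of 13 members above 0 and a median of 0.59 (adjusted p = 0.0192, but adjusted p = 0.967 with an estimated correlation), and this call ended without control 1 (0.0745), control 3 (0.290), AHR_KO 2 (0.588), HIF1A_KO 1 (0.152), double_KO 3 (0.334) or the 3 libraries of lowest correlation (0.239). Icos was at −7.83 ± 1.40 (adjusted p = 0.217) and passed adjusted over the T cell list alone (0.000152, up to 0.00293 without 1 library). The size of this term is uncertain, as Icos was near the floor in controls and double_KO. Genes of other cell types with an interaction term past the list alone were Ms4a7 at −3.18 ± 0.84 (0.0293, but up to 0.139 and not passed in 6 of 12 fits without 1 library) of the monocyte and macrophage list, with 6 of 12 members below 0 (adjusted p = 0.231), and from the dendritic cell list, with 2 of 3 above 0 (adjusted p = 0.849), Batf3 at −4.01 ± 1.38 (0.0191, but 0.0658 without HIF1A_KO 1) and, in the other direction, Ccr9 at 5.29 ± 1.67 (0.0191, up to 0.0477 without 1 library). From other lists came Atf3 at −2.79 ± 0.66 (0.0255) of the stress genes, 15 of 22 of which were above 0 (adjusted p = 0.663), Hif1a at −1.40 ± 0.35 (0.0243) and Bmf of the BCL2 family at 4.56 ± 1.28 (0.0402), passes that ended without 7, 4 and 9 of the 12 libraries (up to 0.0947, 0.0849 and 0.435). By edgeR 0 genes were called, and 608 had an unadjusted p under 0.05, 249 higher and 359 lower. DESeq2 called 11, the likelihood ratio test 15 and voom 0, and without AHR_KO 3 or HIF1A_KO 2 edgeR called 2 in each case.

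The loss of Ahr was also tested over both backgrounds, 6 Ahr-deleted mice against 6 Ahr-intact mice. Genes of cholesterol synthesis fell, with 20 of 21 members lower and a median log2 fold change of −0.48 (adjusted p = 3.65e-10, but adjusted p = 0.316 with an estimated correlation), among them Msmo1 at 16.7 CPM ± 5.33 against 33.4 CPM ± 13.4 (SD, n = 6) and −1.01 ± 0.29 (SE), Stard4, a sterol carrier, at −0.62 ± 0.20 and Sqle, squalene epoxidase, at −1.17 ± 0.39, none past the test by itself. This call held without any 1 library (adjusted p up to 3.98e-07). Interferon response genes rose, with 23 of 28 higher (adjusted p = 6.72e-05, but adjusted p = 0.644 with an estimated correlation), and Oasl1 at 2.78 ± 0.69 passed adjusted over the list alone (0.0174, but up to 0.0770 and not passed in 5 of 12 fits without 1 library), but without control 2 (adjusted p = 0.0723) or the 3 libraries of lowest correlation (0.145) the call ended. Between double_KO and HIF1A_KO 14 of the 28 were higher (adjusted p = 0.833). NF-kB response genes fell, with 15 of 20 lower (adjusted p = 0.0105, but adjusted p = 0.644 with an estimated correlation), with Rel at −0.47 ± 0.14 and with Nfkbia of the chromosome 12 interval among the members, and the call ended without control 1 (0.239) or control 3 (0.0568). Nuclear oxidative phosphorylation genes rose, with 33 of 38 higher and a median of 0.14 (adjusted p = 0.0108, but adjusted p = 0.735 with an estimated correlation), and the call ended without control 2 (0.583), AHR_KO 1 (0.349), HIF1A_KO 1 (0.210), HIF1A_KO 3 (0.0646), double_KO 1 (0.0790) or the 3 libraries of lowest correlation (0.145). Glycolysis genes had 12 of 18 members higher (adjusted p = 0.0635), with Slc2a1 at 0.39 ± 0.15, and AHR targets 4 of 5 higher (adjusted p = 0.286).

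Prdm16, on chromosome 4, was the 1 gene called for the loss of Ahr over both backgrounds, and it fell by 5.77 on the log2 scale (SE 0.80, adjusted p = 0.00616; −7.39 without AHR_KO 1). Its counts were 41, 35 and 149 in controls, 0, 47 and 58 in HIF1A_KO, 5, 0 and 1 in AHR_KO, and 0 in each double_KO library. The call ended without AHR_KO 1 (adjusted p = 0.687), AHR_KO 3 (0.122) or double_KO 2 (0.0514), and by voom (0.488) and the quasi-likelihood method as before edgeR 4 (0.468), while DESeq2 (0.0212) and the likelihood ratio test (0.000651) called it. Without AHR_KO 2, edgeR called 4 genes, and without control 2 or control 3 it called 2. At an unadjusted p under 0.05 there were 594 genes, 297 higher and 297 lower. Genes without overlap between the 6 and 6 mice were 27, or 0.237% against 0.216% by chance, and those at least doubled or halved were Tspyl4 at 1.66 ± 0.47, Gm6649 at −1.39 ± 0.35 and Pole2, of the chromosome 12 interval, at −1.40 ± 0.34 (SE, n = 6), none past the test. In simulated data the test recovered 86% of genes changed 4-fold and 30.4% of genes changed 2-fold. The same limits hold, from folds planted together and from the fold change threshold.

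The loss of Hif1a was tested the same way, over both backgrounds. Interferon response genes fell, with 27 of 28 members lower and a median log2 fold change of −0.52 (adjusted p = 1.70e-07, but adjusted p = 0.554 with an estimated correlation), among them Bst2, also known as tetherin, at 15.5 CPM ± 4.72 against 28.2 CPM ± 7.32 (SD, n = 6) and −0.86 ± 0.24 (SE), and Irf7 at −1.13 ± 0.41, a regulator of interferon genes that did not pass by itself. By background, 27 of 28 were lower in double_KO against AHR_KO but 15 of 28 in HIF1A_KO against control (adjusted p = 0.909). The interaction term passed with an adjusted p of 7.71e-06, but not with an estimated correlation (adjusted p = 0.872). At the level of mice the interaction of the list level was −1.01 (exact permutation p = 0.065, two-sided, Ahr status relabelled). This relabelling assumes no effect of the loss of Ahr on either background, so the p does not test the interaction alone. The interferon calls share the AHR_KO libraries, whose list level lay from 0.51 to 0.82 against −0.78 to 0.29 elsewhere. They are therefore not separate results. Markers of dendritic cells fell, with 3 of 3 lower (adjusted p = 0.0219, but adjusted p = 0.365 with an estimated correlation), Bst2 among them (0.0109 adjusted over the list alone, up to 0.0291 without 1 library), and the call ended without control 1 (0.0568), HIF1A_KO 2 (0.0932) or double_KO 2 (0.0575). Cell cycle genes rose by their list test, with 27 of 38 higher but a median of 0.07 (adjusted p = 0.00910, but adjusted p = 0.936 with an estimated correlation). That call turned its direction without control 2 (0.549) and, past the test on the lower side, without the 3 libraries of lowest correlation (1.71e-08). It ended without AHR_KO 2 (0.949), HIF1A_KO 1 (0.0926), HIF1A_KO 2 (0.0932), double_KO 2 (0.0575) or double_KO 3 (0.356). MYC targets rose, with 24 of 28 higher (adjusted p = 0.0319, but adjusted p = 0.913 with an estimated correlation), with Myc itself at 0.46 ± 0.24, and the call ended without control 2 (0.591), AHR_KO 2 (0.491), HIF1A_KO 1 (0.0926), HIF1A_KO 2 (0.0932) or double_KO 2 (0.131) and with 1 surrogate variable (0.143), and turned its direction without the 3 libraries of lowest correlation (0.27). Ankrd37 was at 1.53 CPM ± 1.74 against 8.68 CPM ± 2.68, a log2 fold change of −2.48 ± 0.50 (−3.30 without HIF1A_KO 3), with an adjusted p of 0.718 over all genes and 0.00581 adjusted over the list alone (up to 0.0216 without 1 library). The hypoxia list as a whole had 12 members higher and 13 lower (adjusted p = 0.282), and glycolysis 13 of 18 lower (adjusted p = 0.282).

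For the loss of Hif1a over both backgrounds, edgeR called 0 genes, and 360 had an unadjusted p under 0.05, 152 higher and 208 lower. DESeq2 called 1, the likelihood ratio test 1 and voom 0, and without control 2 edgeR called Gstt1. Separated genes were 10, or 0.0878% against 0.216% by chance, and of these Elovl6, a fatty acid elongase, was at 1.41 ± 0.45 (SE, n = 6).

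**Figure D4:**
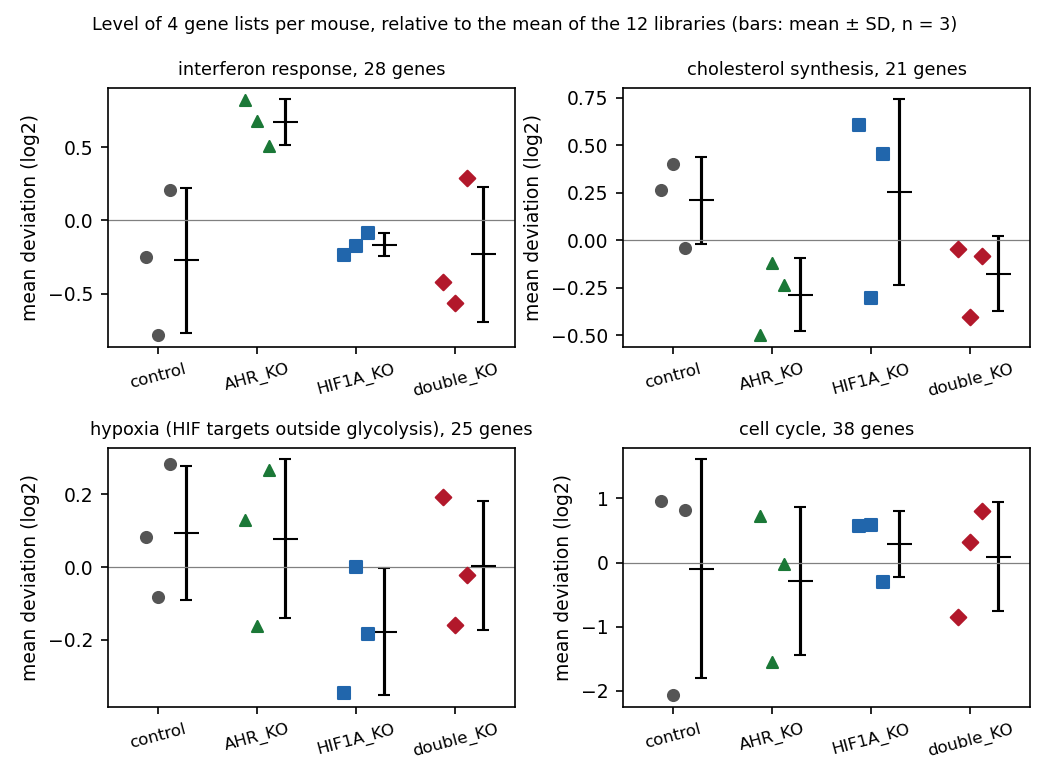
Mean log2 deviation of the members of 4 gene lists in each mouse from the mean of the 12 libraries, by genotype, with bars for the mean and SD of 3 mice. Interferon response genes lie between 0.51 and 0.82 in AHR_KO and between −0.78 and 0.29 elsewhere, while the cell cycle list varies most among mice of the same genotype, from −2.06 to 0.95 in controls.

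Each deletion was measured on separate backgrounds with no library in common, so that an effect shared by both would correlate across genes. Over 11396 genes, which are not independent replicates, the estimates of the loss of Ahr correlated with r = −0.0246 and rho = 0.00984 (exact permutation p = 0.930, two-sided, 400 relabellings) and had the same sign in 50.6% of genes. The estimates of the loss of Hif1a correlated with r = −0.138 and rho = −0.148 (exact permutation p = 0.510) and had the same sign in 44.1%. The contrasts against control share the control libraries, which alone gives a positive correlation. It was 0.455 for AHR_KO and HIF1A_KO, 0.337 for AHR_KO and double_KO and 0.289 for HIF1A_KO and double_KO, where 100 simulations of unchanged groups against the same controls gave means of 0.546, 0.545 and 0.584 and central 95% ranges from −0.0822 to 0.932, from 0.0194 to 0.942 and from 0.0566 to 0.963. Without 1 library some values moved, and so did their own simulated means. The first pair gave 0.654 without control 1 (simulated mean 0.559). The second gave 0.223 without AHR_KO 3 (0.536) and 0.549 without control 2 (0.482), and the third 0.168 without HIF1A_KO 2 (0.579) and 0.550 without control 2 (0.504). All of these lay within their simulated ranges, which are too wide to tell them from shared controls alone.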

Values the study reported

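The study compared the genotypes with edgeR and took genes at FDR < 0.05 with a log2 fold change threshold of 1.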

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

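All tests of the chromosome 12 interval, those of chance losses and of single-gene responses included, and the test of the loss of Ahr by itself in the interferon response were chosen only after the results were seen, whereas those of summed markers of other cell types and of other splits of the samples were set before, and the levels of the marker lists were compared after. The loss of Hif1a had a different effect on the genes between Ahr and Hif1a in Ahr-deleted mice (median log2 difference −0.85) than in Ahr-intact mice (0.10). Relabelling assumes no effect of the loss of Hif1a on either background, not only equal effects. Under it, the difference of −0.95 had an exact permutation p of 0.01, two-sided, over 400 relabellings. It was singled out because the groups differ in their effect, as were the interaction terms of 2 gene lists. That of the interferon response (median −0.71 on the log2 scale, 21 of 28 members below 0) had an adjusted p of 7.71e-06, with a range over its alternatives from 8.37e-10 to 0.955. That of plasma cell genes (median 0.59, 11 of 13 above 0) had an adjusted p of 0.0192, with a range from 7.92e-06 to 0.967, and ended without control 1, control 3, AHR_KO 2, HIF1A_KO 1 or double_KO 3. Neither passed with an estimated correlation (adjusted p = 0.872 and 0.967).

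Lower levels between Ahr and Hif1a in double_KO may come from the loss of 1 copy of this interval, since both genes carry loxP sites on the same chromosome and Cre could join those of distant loci. Its 87 genes had a median log2 difference of −0.92, near the −1 of a lost copy, and the 39 too low in level for the first scan had −0.88, or −0.84 in the 36 of them not seen before. Losses arising by chance in single leukaemias would end at different places. The best fit used only the 216 genes of chromosome 12 with a mean log2 CPM above 4.5. Distances over all tested genes, for which a limit of 3 was set, were not measured, so the test of chance losses was not made as set. The segments of the 3 mice began and ended within 3 of the fitted genes of each other, an error that simulated ends also reach. They ran from Ahr to Hif1a in double_KO 2 and to 2.16 Mb past Hif1a in double_KO 1, slightly beyond the 2 Mb set for the lost copy. In double_KO 3 the segment began 1.45 Mb before Ahr. A scan with a running median gave ends further apart, at 36.0 to 72.1 Mb in double_KO 1, 36.1 to 73.9 Mb in double_KO 2 and 34.0 to 75.6 Mb in double_KO 3. The best fit, which returns a segment for every library, also placed that of control 2 inside the interval. Its 22 genes from Sptssa to Mgat2 had a median of −0.54, against 0.06 on the rest of the chromosome. Over all 87 genes control 2 was at −0.16 against the other libraries outside double_KO. A response of single genes to the missing factors is argued against by the lowest median of any other window of 87 genes, −0.20 on chromosome 9, a gap of −0.72 to the interval. The paper checked both deletions at the DNA, RNA and protein level, but the DNA assays it describes are of Ahr and Hif1a. The copy number of the interval between them was not available, so the loss of a copy stays a hypothesis found and tested on the same data. It leaves open how far the double knock-out reads the loss of neighbouring genes besides that of Ahr and Hif1a.

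Higher interferon response in AHR_KO could follow from the loss of Ahr by itself, but the list level in double_KO minus HIF1A_KO was −0.066 (exact permutation p = 0.9, two-sided, n = 3) against 0.94 for AHR_KO minus control (exact p = 0.1, the smallest possible). The difference of these effects, −1.01, had an exact permutation p of 0.065 when Ahr status was relabelled. That relabelling assumes no effect of the loss of Ahr on either background, so it does not test the difference alone. With so few animals, the explanation cannot be told apart from an effect confined to the Hif1a-intact background or from differences between mice. More cells of another type also stay open: of the summed markers of T cells, monocytes, neutrophils and dendritic cells, the neutrophils had the highest log2 difference, 0.32, and no sum lay above all controls in all 3 mice, but sums follow their most abundant genes, and the mean log2 level of the 12 monocyte and macrophage genes lay from 0.30 to 0.36 in AHR_KO against −0.57 to 0.20 in controls. Erythroid and stromal markers, outside that test, had log2 differences of 1.17 and 0.63, while NK cell markers, at 12.3, 44.0 and 8.40 CPM against 82.0, 0.762 and 3.62 CPM, had a difference of mean logs of 1.02 after 1 CPM was added to each sum, as in all these differences, or 1.44 with none added, but a lower mean in AHR_KO (21.6 CPM ± 19.5 against 28.8 CPM ± 46.1). The loss of Ahr, with any effect of Hif1a status on it, stays among the open explanations.

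The number of genes at an unadjusted p under 0.05 was set beside other splits of the same libraries. For the 3 against 3 comparisons the 10 splits are too few for a share under 0.05. The real value and the highest other were 492 and 2712 for AHR_KO against control, 188 and 2219 for HIF1A_KO, 582 and 1183 for double_KO, 817 and 569 for double_KO against AHR_KO, and 823 and 555 against HIF1A_KO. Chance could not be excluded for the interaction (608 genes, as many in 32 of 100 splits, highest other 2859), for the loss of Ahr over both backgrounds (594, 36 of 100, highest other 2575) or for that of Hif1a (360, 65 of 100, highest other 2713), nor for the 1 called gene of the loss of Ahr (18 of 100 splits, highest other 10). Several splits gave several times the real count, though none did for double_KO against either single knock-out, and the cause was not tested.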

How the results depend on the processing

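The tests with the earlier quasi-likelihood method, without the 3 libraries of lowest correlation (control 2, AHR_KO 2 and HIF1A_KO 1) and without the interval genes (here with Ahr and Hif1a), and all alternatives of the interval, were chosen only after the data were seen. With 3 mice per group and a biological coefficient of variation of 35.5%, simulated changes of 2-fold were mostly not called (6.4% recovered in AHR_KO against control). The part of depth in this was not tested. The counts of genes called by edgeR (0 in each comparison except 1 for the loss of Ahr over both backgrounds) held with RLE size factors, with no fold change threshold, with immunoglobulin genes left out, with the interval genes left out and with the filter of 1 CPM. DESeq2 called 3 genes for AHR_KO, 22 for double_KO, 65 for double_KO against AHR_KO, 24 against HIF1A_KO, 11 for the interaction and 1 for the loss of Hif1a. Of these 8 of 22, 19 of 65, 14 of 24 and 4 of 11 were among the 87 genes between Ahr and Hif1a. The likelihood ratio test called 4, 10, 48, 20, 15 and 1 in the same comparisons. Voom with quality weights called 7 for double_KO against AHR_KO, 13 against HIF1A_KO and 0 for the loss of Ahr, and the earlier quasi-likelihood method also 0 for the latter. Without a filter 1 gene was called for double_KO, 2 for double_KO against AHR_KO and 2 for the loss of Hif1a. A fit with 1 surrogate variable gave 1 for double_KO, 5 and 6 for double_KO against AHR_KO and HIF1A_KO and 2 for the loss of Ahr, and the fit of only the groups compared gave 1 for double_KO against HIF1A_KO. Without the 3 libraries of lowest correlation the counts were 10 for double_KO, 10 and 2 against AHR_KO and HIF1A_KO, 1 for the interaction, 8 for the loss of Ahr and 1 for that of Hif1a. Leaving out 1 library gave 0 to 0 genes for AHR_KO, HIF1A_KO and double_KO against HIF1A_KO, 0 to 2 for double_KO, 0 to 4 for double_KO against AHR_KO, 0 to 2 for the interaction, 0 to 4 for the loss of Ahr and 0 to 1 for that of Hif1a. Called lists were 2, 2, 2, 2, 3, 2, 4 and 4 in the 8 comparisons, and 0 in all 8 with an estimated correlation and with fry. The filter of 1 CPM gave 6 for AHR_KO, 0 for HIF1A_KO and 7 for the loss of Ahr, and 1 surrogate variable gave 5 for HIF1A_KO. Without the 3 libraries of lowest correlation there were 5 for AHR_KO, 7 for HIF1A_KO, 1 for double_KO against AHR_KO and 0 against HIF1A_KO. Leaving out 1 library gave 3 to 10 lists for AHR_KO, 1 to 8 for HIF1A_KO, 1 to 4 for double_KO, 1 to 4 against AHR_KO, 0 to 4 against HIF1A_KO, 1 to 5 for the interaction, 3 to 7 for the loss of Ahr and 1 to 7 for that of Hif1a. Some lists turned their direction, and each range of adjusted p here is over fits without 1 library. The oxidative phosphorylation list did so for AHR_KO without control 2 (0.00552) or AHR_KO 1 (0.0302), in a range from 0.000995 to 0.921, for double_KO without control 2 (0.871, the top of a range from 1.73e-05), or without the 3 libraries (0.804), and for the loss of Hif1a without the 3 (0.00959). The cell cycle list turned without control 2 or without the 3 libraries, for HIF1A_KO (9.34e-07 and 5.79e-14, range up to 0.925), double_KO (9.59e-08 and 7.62e-10, range up to 0.978) and the loss of Hif1a (0.549 and 1.71e-08, range from 2.96e-07 to 0.949). Mitochondrially encoded genes turned in double_KO without control 2 (0.00264, range up to 0.978) or the 3 (0.000215), and MYC targets for the loss of Hif1a without the 3 (0.27). The correlation of the estimates on separate backgrounds ranged without 1 library from −0.103 to 0.111 for Ahr and from −0.188 to −0.0377 for Hif1a, and that of contrasts with shared controls from 0.344 to 0.654, from 0.223 to 0.549 and from 0.168 to 0.550. The difference of −0.88 between library medians of the interval ranged from −0.91 to −0.85 without 1 library, and was −0.10 with no filter, where 186 genes include many at 0. Of 3888 values of list tests, 3618 kept their side of the threshold, and their direction where they passed, 101 lost a call, 155 gained one and 14 turned with a call on either side. Of 10800 values of named genes 10767 did so, 5 lost a call, 28 gained one and 0 turned in this sense. Only results called in the main fit can lose a call, and these were few. The totals therefore mostly count uncalled results that stayed uncalled, and do not measure how firm the calls are. Among the named genes Prdm16, for the loss of Ahr, was the 1 such call, and all 5 losses were its own. Of 39 passes of genes adjusted over a list alone, 7 held without any 1 library. Changes of direction among values that never passed were not counted. Fewer genes or libraries enter some alternatives, and beyond that the cause was not tested.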

Other observations

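The remaining lists of B cell genes, stress and metabolism did not pass in AHR_KO, HIF1A_KO or double_KO against control. B cell receptor signalling genes had 16 of 30 members higher in AHR_KO (adjusted p = 0.957), with Cr2, complement receptor 2, at 24.3 CPM ± 12.7 against 116 CPM ± 116 (SD, n = 3; 250.1 CPM in control 1), and follicular and marginal zone genes, which also hold Cr2, had 5 of 12 higher (adjusted p = 0.551). Surface and microenvironment genes had 15 of 25 higher in AHR_KO (adjusted p = 0.296), with Cd86, a T cell costimulator, at a log2 fold change of 0.52 ± 0.21 (SE). B-1 cell genes had 7 of 12 higher (adjusted p = 0.308), MHC class II genes 9 of 12 (0.706), the NRF2 and xenobiotic response 8 of 14 (0.511), MYC targets 7 of 28 (0.203) and the bHLH-PAS family with HIF regulators 7 of 16 (0.881). Immediate early and dissociation stress genes had 15 of 22 lower in AHR_KO (adjusted p = 0.203), with Hsph1, a heat shock protein, at −1.78 ± 0.63 and Atf3, a stress-induced factor, at 1.41 ± 0.45. Mitochondrially encoded genes had 4 of 8 higher (adjusted p = 0.753) and plasma cell genes 7 of 13 (0.320), with Irf4, a regulator of plasma cell fate, at 58.7 CPM ± 20.2 against 117 CPM ± 27.3. In HIF1A_KO, MHC class II genes had 9 of 12 lower (adjusted p = 0.170), with H2-DMb1, a peptide exchange factor, at 102 CPM ± 2.45 against 143 CPM ± 21.5.

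Genes listed as markers of other cell types had counts at uneven levels although the cells were sorted on CD5 and CD19. Some of them, such as Itgam, are also expressed by B-1 cells, and which cells the counts came from was not tested. Summed markers of T cells ranged from 25.8 to 152 CPM, of NK cells from 0.762 to 82.0 CPM (highest in control 1), of monocytes and macrophages from 688 to 2716 CPM (highest in double_KO 3), of neutrophils from 2.90 to 208.5 CPM (highest in HIF1A_KO 2) and of megakaryocytes and platelets from 0.420 to 24.7 CPM. Erythroid markers reached 1337 CPM in AHR_KO 3, dendritic cell markers 159 CPM in control 2 and stromal and endothelial markers 581 CPM in AHR_KO 2. In AHR_KO, 6 of 6 erythroid genes (adjusted p = 0.0697), 8 of 12 monocyte genes (0.0817), 2 of 2 stromal genes (0.0778), 2 of 2 neutrophil genes (0.881), 2 of 4 T cell genes (0.551) and 1 of 3 dendritic cell genes (0.957) were higher. Sparc, a matrix protein, was at 2.19 ± 0.80 and passed adjusted over the stromal list alone (0.0366), but not without control 1 (0.0716) or AHR_KO 2 (0.142), and Icos passed over the T cell list alone (0.000427, up to 0.00695 without 1 library). Of the T cell list 4 of 19 genes had enough counts to be tested, and of the NK cell and megakaryocyte lists 1 each, Tbx21 at −0.44 ± 1.13 (4.11 without control 1) and Pf4 at 1.35 ± 1.62 (−0.88 without AHR_KO 3) in AHR_KO, so these had no list test.

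Heavy-chain V segments of immunoglobulin genes differed between libraries. Ighv1-55 was the most counted in control 1, control 3 and the 3 HIF1A_KO libraries, and Ighv11-2 in AHR_KO 3 and double_KO 3. Some of these rest on few counts, as 4 of 5 in HIF1A_KO 1 (95% Clopper-Pearson interval 28.4% to 99.5%) and 7 of 11 in AHR_KO 3 (30.8% to 89.1%). In double_KO 3, Ighv11-2 made up 97.8% of 178 counts of heavy-chain V segments (95% Clopper-Pearson interval 94.3% to 99.4%), and in double_KO 1 Ighv3-6 made up 95.9% of 123 (90.8% to 98.7%). Immunoglobulin genes took between 0.498% and 2.14% of the counts, and Iglc1 stood at 6285 CPM in AHR_KO 1. Of the sex-linked genes (adjusted p = 0.495 in AHR_KO, 4 of 5 higher), Xist had 6211 counts in AHR_KO 1 and at most 15 in the others, and its passes over the list alone in AHR_KO against control (0.0164) and in double_KO against AHR_KO (0.0148) ended without AHR_KO 1 (0.251 and 0.172) and without 2 other libraries each, and Ddx3y had 0 counts in AHR_KO 1 alone. Library 2 of double_KO had 16.0 CPM of Ddx3y where the other libraries with counts had at least 111 CPM, and HIF1A_KO 1 had 0 counts of Kdm5d but 231 CPM of Ddx3y. In AHR_KO 2, Cd19 stood at 812 CPM, against 218 to 395 CPM elsewhere.

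Runs of neighbouring genes outside the interval also stood apart in single libraries. Over 8 libraries, 15 segments on 7 chromosomes, those of chromosome 12 in double_KO included, went beyond all of 100 shuffles of 6228 genes. In AHR_KO 2, 134 genes on chromosome 2 from 6.32 to 60.2 Mb had a median of 0.89 on the log2 scale. Control 1 had a median of −0.82 on chromosome 16 from 77.0 to 91.7 Mb, control 3 had −0.66 on chromosome 12 from 99.9 to 112 Mb and 0.46 on chromosome 10 from 84.6 to 122 Mb, and HIF1A_KO 3 had −0.50 on chromosome 10 from 42.8 to 75.8 Mb.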
